A study of Mus musculus with 6 samples. Its data were reported in "Terminal uridyltransferase 7 regulates TLR4-triggered inflammation by controlling Regnase-1 mRNA uridylation and degradation" (2021).

How the data were processed

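BMDMs were prepared from the femurs and tibias of 7-week-old female C57BL/6J mice, wild type or Tut7-/-. Progenitors were differentiated for 7 days in medium with 20% L929-conditioned medium and then kept in 10 ng/ml M-CSF, per the labels. LPS was given for 2 h or 4 h. Total RNA was ligated to linker-1 (CTGTAGGCACCATCAAT), depleted of rRNA and fragmented with RNase T1, and transcript ends were amplified by PCR with gene-specific forward primers and a primer on the linker. Published primers are those for Zc3h12a (TTTAAATGAAAAAGGTTGACAAAATAAA) and Il6 (TGTTTAGACTGTCTTCAAACAAATAAA), and the authors' tables also label Il10 and Tnf, among others.

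The deposited gene tables hold raw read counts per Ensembl gene, 1 table for each of the 6 libraries. The authors aligned reads with HISAT2 to mm10, per the file headers and the submitters' processing notes. The gene counter and tool versions are not given in the sources used here, nor is any removal of PCR duplicates, and whether counting used strand is not given either. Reads of paralogs, pseudogenes or antisense genes are therefore uncertain, as for Rpl9 and its pseudogene Rpl9-ps6. The deposited Il6 lists hold read sequences that the authors trimmed and filtered for linker-1 and the Il6 forward primer. They were not filtered on the Il6 sequence after the primer. The lists of wild-type Ctrl, knockout Ctrl and knockout LPS 4 h held 282, 213 and 1730 lines, of which 5, 6 and 2 had no read, and 1 knockout LPS 4 h read lacked the exact linker. Lists for other libraries and for Zc3h12a were not analysed here.

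Samples were grouped by the genotype and time in their titles. All 6 libraries had 1 replicate. Gene names and coordinates came from GENCODE M21 (mm10), to which all 964 identifiers with a read matched. The tables held 248241 reads in total, and 298 genes had 10 or more reads over all libraries. A count of 0 allows 3 reads, which is a share of 0.0053% to 0.014%. Such depth limits comparisons to the more abundant genes.

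For pairs of libraries, log2 ratios of counts scaled to the library size were computed with a pseudocount of 0.5 read for genes with 10 or more reads in the pair. Exact conditional binomial 95% intervals were given without p-values, because they compare the libraries and not the conditions. Folds are ratios without the pseudocount, and folds against 0 reads were computed against a floor of 3 reads in that library. The latter, given as at least, leave out counting error in the other library. They lie above the lower limit of the exact interval. The library size was the sum of all gene counts.

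The additive model held LPS time (3 levels) and genotype (2 levels) over the 6 libraries with 2 residual degrees of freedom. It was fitted with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3) on 115 genes that passed filterByExpr (minimum count 10, minimum total 15), with an adjusted p threshold of 0.05 (Benjamini-Hochberg). The common dispersion was 0.859. The p-values test each term against the departure of these libraries from additivity, which holds no separate estimate of the spread between animals. The SE given with a log2 value was back-calculated as its size divided by the square root of the F statistic. It is thus not a separate estimate of precision. Gene lists with 3 or more measured members were tested with camera (preset correlation 0.01, and an estimated one) and fry in limma 3.58.1, and for pairs by the percentile of their median among 10000 random lists. Alternatives were TMM factors, DESeq2 1.42.0 size factors, library sizes without Zc3h12a and Il6 or without the 10 most abundant genes, no filter or a minimum of 50 reads, a pseudocount of 2, the DESeq2 Wald test, limma-voom, and each library or pair of libraries left out.

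Il6 reads were called by the base next to linker-1, as in the study. T is U in RNA, 1 is mono-uridylation and a run of 2 or more is oligo-uridylation. Shares have Clopper-Pearson intervals, lists were compared with two-sided Fisher exact tests adjusted over 15 tests, and mean A runs with 100000 permutations. A read was said to continue into Il6 if the 13 nt after the 27 nt primer lay within 2 edits of the Il6 sequence, a definition set after the distances had been seen. Alternatives were counting identical full sequences once, an A run of 3 or 10 before the end, up to 2 mismatches in the linker, an exact primer, an A run with 1 other base inside, and a split of 20 nt. All alternatives for C and G ends, those that separate reads by whether they continue into Il6, and the count of identical sequences once in the split by A run were added after seeing the data. So were the bound for gene list medians and the rule that picked the genes listed for a closer look.

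Named genes followed a rule set before the data were examined. It took the genes the study is about, the 8 largest rises and falls per comparison among genes with 30 or more reads in the higher library (a mean of 10 in the model) whose interval left out 0 or whose adjusted p passed, the 5 most abundant genes per library, and up to 4 members per list. The text gives values for some of the genes this rule took, and 1 of the genes was left out on purpose and is not reported here.

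The methods were tested on simulated data. For the knockout against wild type at LPS 2 h (115 genes), pair intervals left out 0 for 48.4% of genes changed 2-fold, 96.1% of those changed 4-fold and 2.6% of unchanged genes. These simulated counts held counting error only, as the intervals assume. The 2.6% is therefore not an error rate for libraries that also differ by other spread. In the additive model of the genotype (115 genes, 20 of them changed, since so few were tested), 72.5% of 4-fold and 93.5% of 16-fold changes were recovered at a low dispersion, and 7.5% and 28.5% at the fitted dispersions. The simulated dispersions were set per gene after a common one had given low recovery. Tail calls were right for 100% of 2000 simulated reads. There, encoded bases that ran into the end counted as part of it, so encoded and added bases were not told apart. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and edlib 1.3.9.post1.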

Results

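Gene-specific TAIL-seq libraries of bone marrow-derived macrophages (BMDMs), primary macrophages grown from mouse bone marrow, were compared between wild-type and Tut7-/- mice. Tut7 encodes terminal uridyltransferase 7, an enzyme that adds uridines to the end of RNA. Cells of each genotype were left untreated (Ctrl) or stimulated for 2 h or 4 h with lipopolysaccharide (LPS), the bacterial ligand of Toll-like receptor 4. There were 6 libraries, 1 for each genotype and time, so no condition had a replicate here. The submitters speak of sequencing in duplicate, and whether a library pools 2 samples or is 1 of them is not given in the sources used here. In this assay a linker is ligated to the RNA end and chosen transcripts are amplified with gene-specific primers, so a read count is a share of an amplified pool and not a level of expression in the cell. The count tables held 26027, 44626 and 56718 reads for wild-type Ctrl, LPS 2 h and LPS 4 h, and 21408, 55922 and 43540 reads for the knockout. Of 56262 gene identifiers, 964 had a read in any library. Intervals below are 95% intervals that cover counting error only, because PCR reads without molecular identifiers are not independent molecules.

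The targeted gene itself had 0 reads in every library, as did Tut4, so the counts do not check the knockout label. Most reads came from a few genes. Zc3h12a, which encodes the RNase Regnase-1 that degrades cytokine mRNAs, held 49.1%, 62.5% and 52.3% of reads in wild-type Ctrl, LPS 2 h and LPS 4 h, and 45.1%, 60.1% and 53.6% in the knockout. The 5 genes with the most reads took 78.8% and 75.7% of the Ctrl libraries, and between 90.5% and 93.5% of the LPS libraries. The genes that the authors' tables label by name include Zc3h12a, Il10, Il6 and Tnf. Exact (Clopper-Pearson) intervals for shares of this size were narrow, for example 48.5% to 49.7% for Zc3h12a in wild-type Ctrl.

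In mm10 coordinates, Zc3h12a (ENSMUSG00000042677.7) lies on the minus strand of chromosome 4 from 125118423 to 125127840. Il10 (ENSMUSG00000016529.5) lies on the plus strand of chromosome 1 from 131019845 to 131024974. Il6 (ENSMUSG00000025746.11) lies on the plus strand of chromosome 5 from 30013114 to 30019981. Tnf (ENSMUSG00000024401.14) lies on the minus strand of chromosome 17 from 35199381 to 35202007. Usp18 (ENSMUSG00000030107.10) lies on the plus strand of chromosome 6 from 121245906 to 121270917. Vim (ENSMUSG00000026728.9) lies on the plus strand of chromosome 2 from 13573927 to 13582826. All are annotated as protein-coding genes.

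**Figure D1:**
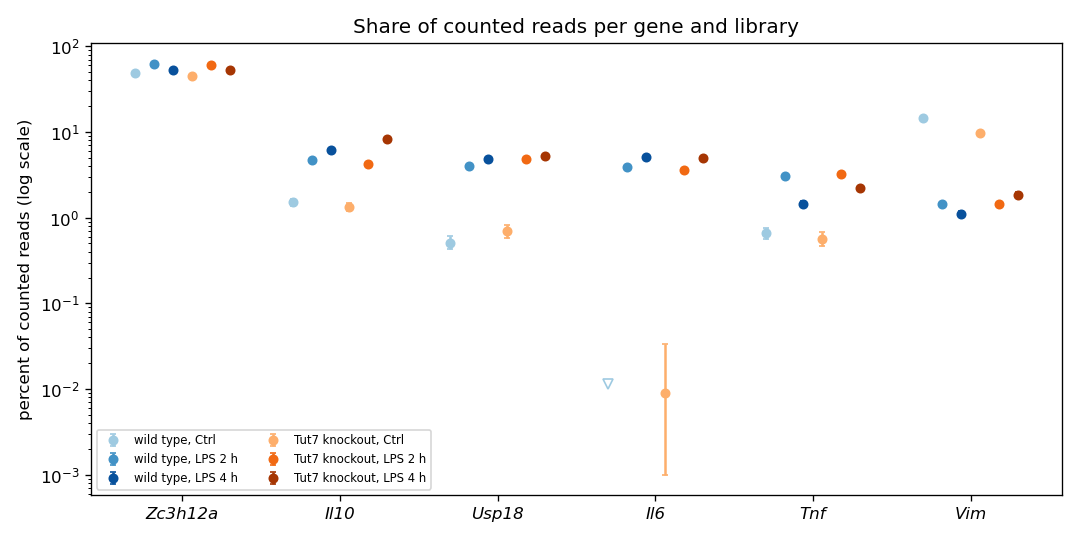
Share of all counted reads (percent, log axis) held by the genes named in the plot in each of the 6 libraries, with exact 95% intervals for counting error. An open triangle marks 0 reads at the floor of 3 reads, as for Il6 in the wild-type Ctrl library, where Zc3h12a held 49.1% of reads.

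LPS stimulation was compared with Ctrl within each genotype to describe how the libraries differ. Folds are of shares of the library, and TMM factors moved every log2 ratio to Ctrl by 1.71 at 2 h and 2.38 at 4 h in wild type and by 1.97 and 1.82 in the knockout, which the intervals do not cover. DESeq2 size factors moved them by 1.61 to 2.41, and leaving the 10 most abundant genes out of the library size by 2.09 to 2.49. Il6, an inflammatory cytokine, went from 0 reads in wild-type Ctrl, which allows a share of up to 0.0115%, to 1728 reads at 2 h and 2925 at 4 h. This is at least 335.9-fold and at least 447.4-fold higher, against a floor of 3 reads in the Ctrl library. The exact intervals, which cover counting error in both libraries, start lower, at 273-fold and 364-fold. Exact intervals also start below the other folds given as at least. In the knockout, Il6 went from 2 reads to 1991 and 2141, a ratio of 381 (interval 105 to 3149) at 2 h and 526 (146 to 4349) at 4 h. Usp18, an interferon-induced protease that removes ISG15, was 7.88-fold (6.61 to 9.48) higher at 2 h and 9.45-fold (7.94 to 11.3) at 4 h in wild type, and 7.09-fold (6.01 to 8.42) and 7.57-fold (6.41 to 9.0) in the knockout. The cytokine Tnf had its higher share at the earlier time, at 4.66-fold (3.97 to 5.49) in wild type and 5.68-fold (4.72 to 6.88) in the knockout at 2 h, against 2.20-fold (1.87 to 2.61) and 3.85-fold (3.19 to 4.69) at 4 h. With TMM factors its log2 ratios kept this order, at 3.93 against 3.515 in wild type and 4.47 against 3.76 in the knockout. Relative to the median gene they did not, at 4.87 against 4.95 and 5.52 against 5.66.

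Il10, an anti-inflammatory cytokine, was higher at 4 h than at 2 h in both genotypes. Its folds over Ctrl were 3.15 (2.83 to 3.52) and 4.09 (3.68 to 4.55) in wild type, and 3.17 (2.80 to 3.60) and 6.13 (5.43 to 6.93) in the knockout. Rnf213, a large E3 ubiquitin ligase, had 0 reads in wild-type Ctrl and was at least 11.9-fold and 15.8-fold higher at 2 h and 4 h. In the knockout its ratios, against 2 reads, were 18.8 (5.06 to 157) and 60.5 (16.6 to 502). Zc3h12a moved least among these genes, by 1.27-fold (1.25 to 1.30) and 1.07-fold (1.04 to 1.09) in wild type, and by 1.33-fold (1.30 to 1.36) and 1.19-fold (1.16 to 1.22) in the knockout. It held 45.1% to 62.5% of the reads that set the library size, and its log2 ratios became 2.06 and 2.47 in wild type and 2.38 and 2.07 in the knockout with TMM factors, and 2.44 and 2.58, and 2.80 and 2.66, without the 10 most abundant genes.

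Many genes had a smaller share after LPS. Vim, an intermediate filament protein, was at 0.099-fold (0.091 to 0.108) and 0.076-fold (0.069 to 0.082) of Ctrl in wild type, and at 0.146-fold (0.134 to 0.158) and 0.190-fold (0.175 to 0.207) in the knockout. Lpl, lipoprotein lipase, was at 0.055-fold in both genotypes at 2 h, and at 0.033-fold in wild type and 0.052-fold in the knockout at 4 h. Ccny, a membrane-associated cyclin, was at 0.023-fold and 0.009-fold in wild type and 0.039-fold and 0.071-fold in the knockout. Cat, which encodes catalase, had 0 reads at 4 h and was at least 72.6-fold lower in wild type and 63-fold lower in the knockout.

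Over all genes with 10 or more reads in a pair of libraries, the interval lay above 0 for 29 of 154 genes and below 0 for 99 in wild type at 2 h, with 25 and 102 of 151 at 4 h. In the knockout, 24 were higher and 123 lower of 170 at 2 h, and 22 and 119 of 157 at 4 h. The median gene shifted by -2.66, -3.82, -3.02 and -3.72 on the log2 scale in these comparisons. With the 10 most abundant genes left out of the library size, the medians were -0.57, -1.33, -0.64 and -1.31, and the splits became 48 higher and 59 lower, 44 and 57, 50 and 74, and 42 and 60. TMM factors gave 43 and 71, 44 and 65, 41 and 81, and 39 and 87, and DESeq2 size factors 41 and 74, 44 and 69, 50 and 73, and 40 and 85. Relative to the median gene, Vim was at -0.68 and 0.09 in wild type and at 0.24 and 1.33 in the knockout, and its direction at 4 h in the knockout turned (0.013) without the 10 most abundant genes.

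An additive model over all 6 libraries, with the genotypes standing in for replicates of a time, gave a test of the LPS effect. At 2 h, Il6 rose by 9.67 ± 0.68 (log2, SE; adjusted p = 7.44e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), Rnf213 by 5.39 ± 1.10 (0.00591), Usp18 by 2.90 ± 0.28 (7.32e-05), Tnf by 2.35 ± 0.33 (0.000683) and Il10 by 1.66 ± 0.27 (0.00143). At 4 h, Il6 rose by 10.11 ± 0.69 (5.34e-06), Rnf213 by 6.37 ± 1.11 (0.00248), Usp18 by 3.08 ± 0.28 (4.53e-05), Il10 by 2.33 ± 0.28 (0.000167) and Tnf by 1.55 ± 0.33 (0.00658). The fitted values of Il6 and Rnf213 depend on the prior count, since their Ctrl libraries held 0 and 2 reads. Their SE do too, being back-calculated from these values and the F statistic. Leaving out 1 library moved Il6 at 2 h between 8.54 and 13.77. Zc3h12a, at 0.38 ± 0.21 and 0.17 ± 0.21, did not pass (adjusted p 0.247 and 0.527 by the same edgeR test), whereas it passed at both times with TMM factors, at 2.23 and 2.28, and without the 10 most abundant genes, at 2.62 in both, and at 2 h without Zc3h12a and Il6 in the library size, at 0.98. With DESeq2 size factors it was at 2.42 and 2.37 and did not pass (adjusted p 0.147 and 0.113, edgeR).

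Of 115 genes tested, 5 rose and 11 fell at 2 h, and 5 rose and 16 fell at 4 h. The 5 that rose were the same at both times and stayed called in all 6 alternatives of scaling and test. Relative to the median gene, which was at -2.45 and -3.24, Il6 was at 12.12 and 13.35, Usp18 at 5.35 and 6.32, Il10 at 4.11 and 5.58, Tnf at 4.80 and 4.79, and Rnf213 at 7.84 and 9.61. Among the genes that fell, Vim changed by -3.09 ± 0.35 and -3.05 ± 0.35, Lpl by -4.18 ± 0.50 and -4.57 ± 0.51, and Ccny by -5.17 ± 0.69 and -5.12 ± 0.70. Relative to the median gene these were -0.64 and 0.19, -1.73 and -1.33, and -2.72 and -1.88. With TMM factors the split was 7 higher and 5 lower at 2 h and 8 and 4 at 4 h, with DESeq2 size factors 6 and 3, and 7 and 3, and without the 10 most abundant genes 8 and 3, and 10 and 4. Lpl and Ccny stayed called lower at both times in each of these. Vim lost its call at 4 h with each of them, and at 2 h with DESeq2 size factors (-1.08, adjusted p = 0.192, edgeR) and without the 10 most abundant genes (-0.86, 0.0670), but not with TMM factors (-1.23, 0.0355).

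Some calls ended when 1 library was left out, which also leaves fewer samples. Without wild-type LPS 2 h, 2 genes rose and 5 fell at 2 h, and without knockout LPS 2 h, 3 rose and 4 fell. At 4 h, 6 fell without wild-type LPS 4 h and 9 without knockout LPS 4 h. The Tnf call at 2 h was lost without wild-type LPS 2 h (2.29, adjusted p = 0.115, edgeR) or knockout LPS 2 h (2.41, 0.0674), and at 4 h without the same libraries (1.54 in both, 0.103 and 0.113). Il10 lost its 2 h call without wild-type LPS 2 h (1.51, 0.300) or knockout LPS 2 h (1.79, 0.142). Rnf213 lost it at 2 h without wild-type LPS 2 h (4.61, 0.115), wild-type LPS 4 h (5.27, 0.0824) or knockout LPS 4 h (5.33, 0.106), and at 4 h without wild-type LPS 4 h (6.56, 0.0666) or knockout LPS 4 h (6.09, 0.127). Il6, Usp18, Vim, Lpl and Ccny kept their calls at both times in all 6 fits that left out 1 library, with other sizes for some. Il6 was at 8.54 and 8.98 without wild-type Ctrl and at 13.77 and 14.21 without knockout Ctrl at 2 h and 4 h. Rnf213 was at 4.54 and 5.59 without wild-type Ctrl, at 8.67 and 9.72 without knockout Ctrl, and at 6.36 at 2 h without knockout LPS 2 h. Ccny was at -4.09 and -4.24 without wild-type Ctrl and at -5.92 and -6.09 without knockout Ctrl, and at 4 h at -4.0 without wild-type LPS 4 h and -6.61 without knockout LPS 4 h.

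The knockout was compared with wild type at each time to describe how the 2 libraries differ. With 1 library per genotype and time, a difference cannot be assigned to loss of Tut7. In Ctrl, Usp18 was 1.35-fold (1.06 to 1.72) and Lpl 1.38-fold (1.18 to 1.62) higher in the knockout. Vim was at 0.678-fold (0.642 to 0.715), Zc3h12a at 0.917-fold (0.893 to 0.942), and Rab10, a small GTPase of membrane traffic, at 0.526-fold (0.415 to 0.663). The Usp18 call ended in all 4 alternatives of scaling (log2 0.20 to 0.33). The intervals of Il10 (0.757 to 1.03) and Tnf (0.678 to 1.09) held 1, but Il10 was lower in all 4 alternatives (-0.41 to -0.29), and Tnf with TMM factors, with DESeq2 size factors and without the 10 most abundant genes (-0.45 to -0.40). Among genes with few reads, Son, a splicing cofactor, was at least 16.6-fold higher, Dync1h1, the dynein heavy chain, at least 12.6-fold, and Rtf2 25.3-fold (10.5 to 79.5), while Hist1h1d, a linker histone, was at least 16.7-fold lower.

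At LPS 2 h, Usp18 was 1.22-fold (1.15 to 1.29) higher in the knockout. Nfe2l2, the oxidative stress regulator NRF2, was at least 9.8-fold higher, Nckap1l, a subunit of the WAVE complex, 6.38-fold (2.90 to 16.6), and Tspo, an outer mitochondrial membrane protein, 3.19-fold (1.88 to 5.69). Zc3h12a was at 0.962-fold (0.946 to 0.977), Il6 at 0.919-fold (0.862 to 0.981) and Il10 at 0.890-fold (0.839 to 0.944), and these 3 turned to higher with DESeq2 size factors (log2 0.55, 0.49 and 0.44), which moved every ratio at 2 h by 0.61. The intervals of Zc3h12a and Il6 held 1 with TMM factors and without the 10 most abundant genes. Plec, which encodes the cytoskeletal linker plectin, was at least 15.5-fold lower. The interval of Tnf (0.980 to 1.13) held 1, but Tnf was higher with TMM factors (0.11), with DESeq2 size factors (0.68) and without the 10 most abundant genes (0.13).

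At LPS 4 h, Rnf213 was 3.11-fold (2.46 to 3.96) and Ccny 7.82-fold (4.41 to 14.9) higher in the knockout. Lpl was 2.19-fold (1.26 to 3.90) and Rab10 2.41-fold (1.46 to 4.04) higher. TMM factors, which moved every ratio at 4 h by -0.78 (log2), ended the calls of Lpl (0.34) and Rab10 (0.48), and DESeq2 size factors, which moved them by -0.44, that of Lpl (0.68). Azi2, an adaptor of TBK1 signalling, was at 0.231-fold (0.121 to 0.411), and Tspo at 0.415-fold (0.289 to 0.587). Vim at 1.71-fold (1.54 to 1.90) and Tnf at 1.51-fold (1.37 to 1.66) turned with TMM factors (log2 -0.008 and -0.19), and Il10 at 1.33-fold (1.27 to 1.39) with TMM factors and DESeq2 size factors (-0.37 and -0.031). Usp18 at 1.08-fold (1.03 to 1.15) and Zc3h12a at 1.02-fold (1.01 to 1.04) turned with those and without the 10 most abundant genes. The interval of Il6 (0.901 to 1.01) held 1, but Il6 was lower with TMM factors (-0.85), with DESeq2 size factors (-0.51) and without the 10 most abundant genes (-0.38).

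In all, 74 genes were higher and 50 lower of 191 in Ctrl, 33 and 39 of 115 at 2 h, and 40 and 28 of 97 at 4 h. At 2 h DESeq2 size factors gave 52 higher and 23 lower. At 4 h TMM factors gave 28 and 42, and DESeq2 size factors 33 and 33. The median gene lay at 0.28, -0.11 and 0.38, and moved to 0.065, -0.067 and -0.40 with TMM factors. Relative to the main medians, Zc3h12a was at -0.41, 0.05 and -0.35, and Usp18 at 0.15, 0.39 and -0.26.

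Across the times, the additive model found no gene that differed between the genotypes. The smallest adjusted p was 0.964 (edgeR quasi-likelihood test, 0 of 115 genes), with 2 genes at an unadjusted p under 0.05. The DESeq2 Wald test and limma-voom also called 0 genes, with 6 and 1 at an unadjusted p under 0.05. Zc3h12a was at -0.05 ± 0.17, Il6 at 0.13 ± 0.39, Tnf at 0.15 ± 0.26 and Usp18 at 0.28 ± 0.21. Ccny, at 1.14 ± 0.51, was called without wild-type Ctrl (1.82, adjusted p = 0.0249, edgeR) or knockout Ctrl (1.83, 0.0217). The model has 2 residual degrees of freedom, and a genotype effect at 1 time only counts as spread in it. In simulated data it recovered 7.5% of 4-fold and 28.5% of 16-fold genotype changes at the fitted dispersions. Most changes of these sizes would thus be missed.

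Gene lists fixed before the data were examined were measured in part. Of the genes the study is about and of the NF-kB-driven inflammatory genes, the same 3 entered the additive model, Zc3h12a, Il6 and Tnf, and 2 of these rose at each time, also adjusted over the list alone. The camera test with preset correlation called the list higher at 2 h and 4 h (adjusted p = 4.95e-06 and 3.27e-05), and with an estimated correlation the adjusted p was 0.0579 and 0.0697. The list was taken from the study's subject, so its direction is not independent evidence. Its median log2 ratio to Ctrl was 2.22 and 1.14 in wild type and 2.5 and 1.94 in the knockout, at percentiles 98.1, 94.0, 98.1 and 94.4 among 10000 random lists of genes of nearby rank in abundance. For the most abundant genes such draws gave the gene itself or genes with fewer reads, so abundance was not matched there. The random lists, here and below, could hold the list's own genes, so the percentiles partly compare a list with itself. In the knockout at 4 h the NF-kB list had 4 members and a median of 3.20, or 1.89 with the gene at 0 reads set to its bound.

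Of 3 mitochondrially encoded genes in the model, mt-Rnr2 and mt-Atp6 fell at 4 h (-4.19 ± 1.0 and -4.28 ± 0.98), and 0 passed at 2 h. Adjusted over the list alone the counts were 3 and 1. Camera did not call the list (adjusted p = 0.102 and 0.233), while fry, which does not compare it with other genes, gave 0.00107 and 0.00117. Neither mt-Rnr2 nor mt-Atp6 stayed called with TMM factors. The mt-Rnr2 call was lost without wild-type LPS 4 h (-3.59, adjusted p = 0.133, edgeR), knockout Ctrl (-3.98, 0.0616) or knockout LPS 4 h (-4.95, 0.0665), and that of mt-Atp6 without wild-type Ctrl (-3.89, 0.0944), wild-type LPS 2 h (-4.27, 0.0574), wild-type LPS 4 h (-3.92, 0.0821) or knockout LPS 2 h (-4.27, 0.0564). Of 3 linker histone genes, 2 were lower at 2 h and 3 at 4 h in wild type, with medians of -5.42 and -5.77 at percentiles 12.2 and 24.3. With the genes at 0 reads set to their bounds the medians were -2.79 and -4.40. The 4 h interval of Hist1h1b held 0 with TMM factors, with DESeq2 size factors and without the 10 most abundant genes (-2.02, -2.08 and -1.91). Of 3 macrophage identity genes, 2 were higher and 0 lower in knockout than in wild-type Ctrl, with a median of 0.47 at percentile 67.1. The remaining member, Ctsd, was called lower with TMM factors, with DESeq2 size factors and without the 10 most abundant genes (-1.31, -1.28 and -1.33). At LPS 2 h in the knockout, 0 of these 3 genes were higher and 2 lower than in Ctrl, with a median of -4.18 at percentile 37.2, or -3.5 with the gene at 0 reads set to its bound. Ctsd was called higher there with DESeq2 size factors and without the 10 most abundant genes (1.64 and 1.61). Markers of neutrophils, B cells, T and NK cells, dendritic cells, erythroid cells and fibroblasts, and glycolysis genes, had 0 reads. Proliferation genes had 47 reads in all, uridylation and decay factors 29, cytosolic ribosomal protein genes 174, small structured RNAs 144 and ribosomal RNA 996. Of the RNA-binding proteins that act on cytokine mRNAs, Zc3h12a was the member in the model.

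The ends of Il6 reads were compared to measure uridylation of its tail. Lists of reads that hold the Il6 forward primer and linker-1 were used for wild-type Ctrl (277 reads), knockout Ctrl (207) and knockout LPS 4 h (1727). A list for wild type after LPS was not used here, so the genotypes were not compared after LPS. In the knockout LPS 4 h list, 8.80% (7.51% to 10.2%) of reads ended in 1 U and 4.98% (4.00% to 6.11%) in 2 or more. In wild-type Ctrl these shares were 15.9% (11.8% to 20.7%) and 10.8% (7.43% to 15.1%), and in knockout Ctrl 13% (8.78% to 18.4%) and 5.31% (2.68% to 9.31%).

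Most reads of the Ctrl lists did not come from Il6. The sequence after the primer matched Il6 (TTATATTATATTT, within 2 edits) in 3 of 277 reads of wild-type Ctrl, 0 of 207 of knockout Ctrl, with an upper limit of 1.77%, and 1372 of 1727 of knockout LPS 4 h (79.4%, 77.5% to 81.3%). Over those 1372 reads the shares were 7.65% (6.30% to 9.19%) for 1 U and 4.74% (3.68% to 6.00%) for 2 or more. The Ctrl shares above are thus mostly of other sequences. The Il6 sequence itself ends in T here, so an Il6 read that stops there counts as ending in 2 or more U.

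Between the Ctrl lists, any U was 26.7% in wild type and 18.4% in the knockout (adjusted p = 0.0637, two-sided Fisher exact test over 15 tests), and 2 or more U 10.8% and 5.31% (0.0612), neither past the threshold. These tests compare libraries, and mostly sequences other than Il6, not conditions. Any U was 13.8% in knockout LPS 4 h, and 22.5% with identical sequences counted once. After an A run of 3 or more, any U was 2.53% in wild-type Ctrl and 8.34% in knockout LPS 4 h. The Ctrl lists and the knockout LPS 4 h list hold different sequences, so differences between them carry no test.

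**Figure D2:**
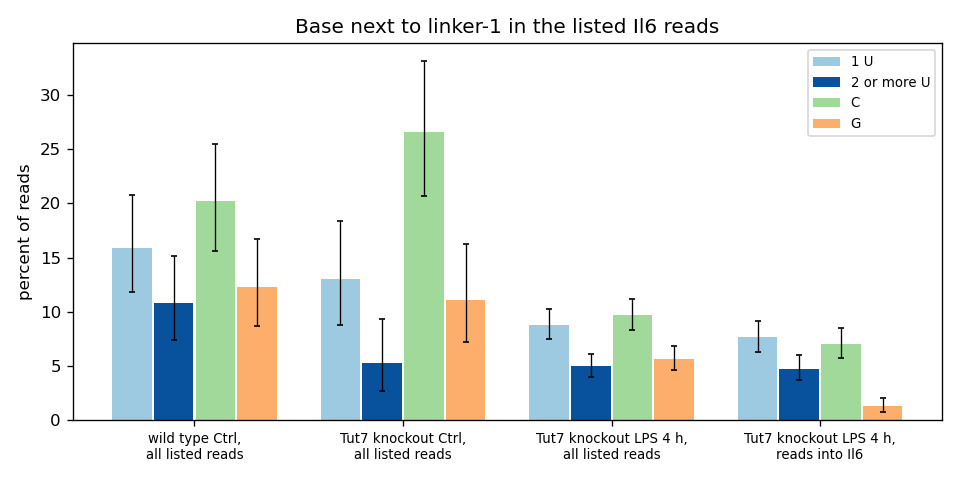
Share of reads (percent) in the Il6 read lists that end in 1 U, 2 or more U, C or G next to the linker, for all listed reads of wild-type Ctrl, knockout Ctrl and knockout LPS 4 h and for the knockout LPS 4 h reads that continue into Il6, with exact 95% intervals for counting error. In the Ctrl lists 3 of 277 and 0 of 207 reads continue into Il6, and ends in 2 or more U were at 10.8%, 5.31% and 4.98% of all listed reads of the 3 libraries in that order.

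Ends in C and G were counted in the same way. C stood next to the linker in 20.2% (15.6% to 25.4%) of wild-type Ctrl, 26.6% (20.7% to 33.1%) of knockout Ctrl and 9.67% (8.32% to 11.2%) of knockout LPS 4 h reads, and G in 12.3% (8.65% to 16.7%), 11.1% (7.18% to 16.2%) and 5.68% (4.63% to 6.87%). The difference between the Ctrl lists, which hold mostly other sequences, was not called in C or G (adjusted p = 0.128 and 0.832, Fisher exact test). In the 1372 knockout LPS 4 h reads that continue into Il6, C was at 7.00% (5.70% to 8.48%) and G at 1.31% (0.779% to 2.07%).

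The A run before the end averaged 10.3 nt (SD 4.49, median 11) in knockout LPS 4 h reads that continue into Il6. Over all listed reads it averaged 8.44 nt (SD 5.41) there, 1.79 nt (SD 2.38) in wild-type Ctrl and 1.59 nt (SD 1.63) in knockout Ctrl. The Ctrl values are mostly of other sequences, and the 3 wild-type Ctrl reads that continue into Il6 averaged 11 nt. The difference between the Ctrl lists was not called (p = 0.296, two-sided permutation test). Of 1241 knockout LPS 4 h reads with the exact Il6 sequence, 46.7% ended in an A-rich stretch of the transcript, so part of these A runs is encoded. The longest run in reads that continue into Il6 was 22 nt, and 99.6% of these reads had a run under 20 nt. Only reads that reach the linker were listed, so longer tails may be missing. The averages therefore need not be the length of Il6 tails.

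Within knockout LPS 4 h, 2 or more U were found on 7.11% (5.21% to 9.43%) of 619 reads with an A run under 7 nt and 3.79% (2.75% to 5.09%) of 1108 with a run of 7 nt or more (adjusted p = 0.00734, two-sided Fisher exact test). In reads that continue into Il6, split at 11 nt, the shares were 7.76% (5.72% to 10.2%) and 2.53% (1.55% to 3.87%), with p = 8.4e-06 by the same exact test, chosen after the data were seen. These p-values cover counting error only. Encoded T ends with no A run fall in the group of short runs and were not told apart from added U. With identical sequences counted once, also chosen after, the direction turned and neither difference was called, at 7.40% of 554 and 11.3% of 326 over all reads (adjusted p = 0.1, Fisher exact test) and 9.69% of 454 and 12% of 125 in reads that continue into Il6 (p = 0.504, Fisher exact test). Every listed read runs from the same primer to the linker, so separate molecules with the same tail also give identical sequences. Counting these once thus does not tell PCR copies from common tails. At a split of 20 nt, 6 reads had a run of 20 nt or more and the difference was not called (adjusted p = 1.0, Fisher exact test).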

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

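The rule behind this list and the comparisons in it were chosen after the results were seen, and none of these differences was tested. A gene is listed because its 2 libraries differed one way at one time or in one genotype and the opposite way in another, with both counting intervals leaving out 0. Each condition is 1 library, and values are log2 ratios with a pseudocount of 0.5 read, which are not bounds where a library held 0 reads.

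For the knockout against wild type in Ctrl, at LPS 2 h and at LPS 4 h, Tspo was at 0.68, 1.65 and -1.26, and Zc3h12a at -0.13, -0.057 and 0.034. The lincRNA 4930589L23Rik was at -0.55, 1.86 and 0.96. Vim was at -0.56 in Ctrl and 0.77 at 4 h, Rab10 at -0.92 in Ctrl and 1.25 at 4 h, and Il10 at -0.17 at 2 h and 0.41 at 4 h. The values of Zc3h12a and Il10 at 2 h and of Zc3h12a, Il10 and Vim at 4 h change sign with at least 1 other scaling. The interval of Tspo in Ctrl held 0 in all 4 alternatives of scaling (0.45 to 0.57), that of 4930589L23Rik at 4 h with TMM factors and DESeq2 size factors (0.18 and 0.52), and that of Rab10 at 4 h with TMM factors (0.48).

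Genes with few reads gave larger swings. Mapre1, a microtubule plus-end protein, was at 1.83 in Ctrl (36 reads in the knockout against 12), and at -5.18 and -4.83 after LPS, with 0 reads in the knockout at both times. Acer3, an alkaline ceramidase, was at 4.03 in Ctrl and -6.05 at 2 h, where the knockout held 0 reads and was at least 10.9-fold lower. Phrf1 was at -5.27 in Ctrl, -5.94 at 2 h and 4.08 at 4 h, with 0 knockout reads at the first 2 of these. Nfe2l2 was at -4.11 in Ctrl (0 reads in the knockout, 10 in wild type) and 5.90 at 2 h (37 reads against 0). Pold4, a DNA polymerase delta subunit, was at 2.18 in Ctrl and -5.92 at 4 h, at least 10.0-fold lower against 0 reads. Nckap1l was at 2.59 at 2 h and -5.81 at 4 h, at least 9.2-fold lower.

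For LPS against Ctrl, the genotypes moved apart in the following genes. At 2 h, Acer3 was at 2.63 in wild type and -7.45 in the knockout, Naca, a chaperone subunit at the ribosome, at 1.71 and -3.82, and Nfe2l2 at -5.17 and 4.84. At 4 h, Phrf1 was at -4.36 in wild type and 5.0 in the knockout, Pold4 at 1.72 and -6.38, and Tspo at 0.88 and -1.06. With TMM factors, with DESeq2 size factors and without the 10 most abundant genes, Tspo in the knockout turned to higher (0.76, 1.01 and 1.35), and the interval of Naca in the knockout held 0 (-1.85, -1.41 and -1.44). That of Nfe2l2 in wild type held 0 without the 10 most abundant genes (-3.08).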

How the results depend on the processing

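The alternatives for C and G ends, those that use reads that do or do not continue into Il6, and the count of identical sequences once in the split by A run were chosen after seeing the data. The 5 genes that rose in the additive model kept their calls in all 6 alternatives of scaling and test. Under the alternatives, of the results that answer a comparison 304 stayed the same, 104 moved, 15 became weaker and 33 reversed. Of single named genes, 2139 stayed the same, 261 moved, 122 became weaker, 16 became stronger and 94 reversed. Moved means farther from the main value than a set limit, weaker or stronger a lost or gained call, and reversed a change of sign. Sign changes of pairs of libraries are given for values whose main interval left out 0, and only for the genes that the rule took for that pair, those it took for every comparison and those listed for a closer look there. The cause of the changes below was not tested, except that the filters change how many genes are compared and the fits with 1 library, or both libraries of a time, left out have fewer samples. Where leaving out a library leaves a time with 1 sample, that sample is assumed to vary like the others. No replicate numbers pair the libraries, and the additive model compares the genotypes within each time. Depth limits what can be seen. With counting error only, 48.4% of simulated 2-fold changes were called for the knockout against wild type at LPS 2 h.

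With the 10 most abundant genes left out of the library size, the numbers of genes were 8 higher and 3 lower for LPS 2 h over both genotypes, 10 higher and 4 lower for LPS 4 h over both genotypes, 48 higher and 59 lower for LPS 2 h in wild type, 44 higher and 57 lower for LPS 4 h in wild type, 50 higher and 74 lower for LPS 2 h in the knockout and 42 higher and 60 lower for LPS 4 h in the knockout. With TMM factors, the numbers of genes were 5 lower for LPS 2 h over both genotypes, 8 higher and 4 lower for LPS 4 h over both genotypes, 44 higher and 65 lower for LPS 4 h in wild type, 41 higher and 81 lower for LPS 2 h in the knockout and 39 higher for LPS 4 h in the knockout. With DESeq2 size factors, the numbers of genes were 3 lower for LPS 2 h over both genotypes, 3 lower for LPS 4 h over both genotypes, 52 higher and 23 lower for knockout against wild type at LPS 2 h, 44 higher for LPS 4 h in wild type, 50 higher and 73 lower for LPS 2 h in the knockout and 40 higher for LPS 4 h in the knockout. By the DESeq2 Wald test, the numbers of genes were 21 lower for LPS 2 h over both genotypes and 29 lower for LPS 4 h over both genotypes. By limma-voom, the numbers of genes were 35 lower for LPS 2 h over both genotypes and 47 lower for LPS 4 h over both genotypes. Without a filter on low counts, the numbers of genes were 114 higher for knockout against wild type at Ctrl, 51 higher and 60 lower for knockout against wild type at LPS 2 h, 167 lower for LPS 2 h in wild type, 175 lower for LPS 4 h in wild type, 209 lower for LPS 2 h in the knockout and 196 lower for LPS 4 h in the knockout. With the stricter filter of 50 reads, the numbers of genes were 11 higher and 10 lower for knockout against wild type at Ctrl, 7 higher and 3 lower for knockout against wild type at LPS 2 h, 12 higher and 4 lower for knockout against wild type at LPS 4 h, 7 higher and 26 lower for LPS 2 h in wild type, 10 higher and 24 lower for LPS 4 h in wild type, 8 higher and 28 lower for LPS 2 h in the knockout and 7 higher and 28 lower for LPS 4 h in the knockout.

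With libraries left out, the additive model called 2 to 5 higher for LPS 2 h, 4 to 15 lower for LPS 2 h, 6 to 17 lower for LPS 4 h and 0 to 1 higher for the genotype.

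With the 10 most abundant genes left out of the library size, the log2 values that changed sign were, for the additive LPS 2 h term, CT010467.1 0.11, Ctsd 1.16, Hist1h1b 0.75 and mt-Atp6 0.49, for the additive LPS 4 h term, Actr2 0.23 and CT010467.1 2.30, for the additive genotype term, Il10 -0.14, Il6 -0.042, Tnf -0.0082, Vim -0.094 and mt-Atp6 -0.059, for knockout against wild type at LPS 4 h, Usp18 -0.20 and Zc3h12a -0.28, for LPS 2 h in wild type, CT010467.1 0.077, Ctsd 0.55 and mt-Atp6 0.10, for LPS 4 h in wild type, CT010467.1 1.99, for LPS 2 h in the knockout, CT010467.1 0.17, Hist1h1b 0.68, Hist1h1c 0.69 and mt-Atp6 0.93, for LPS 4 h in the knockout, Actr2 0.66, Tspo 1.35 and Vim 0.013. With TMM factors, the log2 values that changed sign were, for the additive LPS 2 h term, Ctsd 0.78, Hist1h1b 0.36 and mt-Atp6 0.12, for the additive LPS 4 h term, CT010467.1 1.94, for the additive genotype term, Actr2 -0.098, CT010467.1 -0.063, Il10 -0.30, Il6 -0.25, Tnf -0.17, Usp18 -0.043, Vim -0.25 and mt-Atp6 -0.20, for knockout against wild type at LPS 4 h, CT010467.1 -0.002, Il10 -0.37, Tnf -0.19, Usp18 -0.66, Vim -0.008 and Zc3h12a -0.74, for LPS 2 h in wild type, Ctsd 0.17, for LPS 4 h in wild type, CT010467.1 1.88, for LPS 2 h in the knockout, Hist1h1b 0.27, Hist1h1c 0.28 and mt-Atp6 0.52, for LPS 4 h in the knockout, Actr2 0.072 and Tspo 0.76. With DESeq2 size factors, the log2 values that changed sign were, for the additive LPS 2 h term, Ctsd 1.0, Hist1h1b 0.50 and mt-Atp6 0.28, for the additive LPS 4 h term, CT010467.1 2.03, for knockout against wild type at LPS 2 h, Il10 0.44, Il6 0.49 and Zc3h12a 0.55, for knockout against wild type at LPS 4 h, Il10 -0.031, Usp18 -0.32 and Zc3h12a -0.40, for LPS 2 h in wild type, Ctsd 0.073, for LPS 4 h in wild type, CT010467.1 1.82, for LPS 2 h in the knockout, CT010467.1 0.20, Hist1h1b 0.71, Hist1h1c 0.72 and mt-Atp6 0.96, for LPS 4 h in the knockout, Actr2 0.32 and Tspo 1.01. With Zc3h12a and Il6 left out of the library size, the log2 values that changed sign were, for the additive LPS 4 h term, CT010467.1 0.21, for the additive genotype term, Il10 -0.042. By limma-voom, the log2 values that changed sign were, for the additive genotype term, Il6 -0.031, Vim -0.10 and mt-Atp6 -0.097.

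With libraries left out, log2 values that crossed 0 ranged, for the additive LPS 4 h term, CT010467.1 -0.55 to 0.23, for the additive genotype term, Actr2 -0.13 to 0.43, CT010467.1 -0.0034 to 0.44, Il10 -0.17 to 0.12, Il6 -0.095 to 0.46, Tnf -0.068 to 0.33, Vim -0.28 to 0.38 and mt-Atp6 -0.13 to 0.36.

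With the end counted only after an A run of 3 or more, the shares were 2.53% any U, 2.17% 1 U, 0.361% 2 or more U, 5.05% C and 1.80% G in wild-type Ctrl, 1.93% any U, 1.93% 1 U, 0% 2 or more U, 3.87% C and 1.45% G in knockout Ctrl, 8.34% any U, 5.04% 1 U, 3.30% 2 or more U, 4.23% C and 1.04% G in knockout LPS 4 h. The differences in percentage points were then 5.81 for any U, 2.87 for 1 U, 2.94 for 2 or more U, -0.827 for C and -0.763 for G in knockout LPS 4 h minus wild-type Ctrl, 6.41 for any U, 3.10 for 1 U, 3.30 for 2 or more U, 0.362 for C and -0.407 for G in knockout LPS 4 h minus knockout Ctrl, -1.19 for C in knockout Ctrl minus wild-type Ctrl. Over reads with an A run of 10 or more, the shares were 0% for each kind of end in wild-type Ctrl, 7.83% any U, 5.33% 1 U, 2.5% 2 or more U, 3.59% C and 0.435% G in knockout LPS 4 h. The differences in percentage points were then 7.83 for any U, 5.33 for 1 U, 2.5 for 2 or more U, 3.59 for C and 0.435 for G in knockout LPS 4 h minus wild-type Ctrl. Over reads that continue into Il6, the shares were 0% for each kind of end in wild-type Ctrl, 7.0% C and 1.31% G in knockout LPS 4 h. The differences in percentage points were then 12.4 for any U, 7.65 for 1 U, 4.74 for 2 or more U, 7.0 for C and 1.31 for G in knockout LPS 4 h minus wild-type Ctrl. With identical sequences counted once, the shares were 22.5% any U, 13.6% 1 U, 8.86% 2 or more U, 15.9% C and 8.75% G in knockout LPS 4 h. The differences in percentage points were then -4.21 for any U, -2.25 for 1 U, -1.97 for 2 or more U, -4.31 for C and -3.52 for G in knockout LPS 4 h minus wild-type Ctrl, 4.14 for any U, 0.593 for 1 U, 3.55 for 2 or more U and -2.36 for G in knockout LPS 4 h minus knockout Ctrl. Over reads that do not continue into Il6, the shares were 19.2% any U, 13.2% 1 U, 20.0% C and 22.5% G in knockout LPS 4 h. The differences in percentage points were then -7.85 for any U, -2.82 for 1 U, -5.03 for 2 or more U, -0.438 for C and 10.1 for G in knockout LPS 4 h minus wild-type Ctrl, 0.797 for any U, 0.196 for 1 U, 0.601 for 2 or more U, -6.57 for C and 11.4 for G in knockout LPS 4 h minus knockout Ctrl.

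The camera test of the study genes and of the NF-kB list, the same 3 genes, turned to lower for the genotype with TMM factors (adjusted p = 0.557) and without the 10 most abundant genes (0.746), uncalled as before (0.812). With members of 30 or more reads, the NF-kB list had a median of 0.034 for the knockout against wild type at LPS 4 h, against 0.31. The mean A run of the 3 wild-type Ctrl reads that continue into Il6 was 11 nt. Allowing 1 other base in the A run, the knockout Ctrl list exceeded the wild-type one by 0.162 nt. In knockout LPS 4 h, short A runs exceeded long ones in ends with 2 or more U by 5.0 percentage points with a split of 20 nt, by -3.95 with identical sequences counted once, and by -2.31 with that in reads that continue into Il6. The wild-type Ctrl shares of 0% above are of 0 of 5 reads with an A run of 10 or more (up to 52.2%) and of 0 of 3 reads that continue into Il6 (up to 70.8%), too few for a test.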

Other observations

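The tests of sequencing errors, of the most abundant genes and of other splits of the libraries were chosen after their results had been seen, while the tests of primer sites were written down before.

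The Il6 read lists and the count tables differ in Ctrl. Il6 had 0 counted reads in wild-type Ctrl, where 3 listed reads continue into Il6, and 2 counted reads in knockout Ctrl, where 0 listed reads do. In the knockout LPS 4 h list, 1727 reads made 880 distinct sequences, while the Ctrl lists of 277 and 207 reads held no sequence more than once. Of the knockout LPS 4 h reads with the exact Il6 sequence, 12.7% ended after AAAAACC and 16.4% after AAAAACCAGTGACTG, downstream of the A-rich stretch. In the reads of that list that do not continue into Il6, G ends were at 22.5%, against 1.31% in those that do. Of the 355 reads that do not, 42 matched a transcript, 29 of them Olfr1196, an olfactory receptor gene, and 5 Ghitm, a mitochondrial membrane protein. The first transcript found was taken for each read, and matches to further transcripts were not checked. The source of most of these reads is thus unknown.

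Most listed reads of the Ctrl libraries do not continue into Il6. Sequencing errors in Il6 reads would leave most of them close to Il6, and the tables argue against that, since 0.416% of the reads over 2 edits from Il6 lie at 3 to 5 edits. Priming of the Il6 primer on other transcripts may be a source, and 10.94% of 64 transcript-matched reads carried the last 5 primer bases right before the match. This was 15% (5.71% to 29.8%) of 40 reads in wild-type Ctrl and 4.17% (0.105% to 21.1%) of 24 in knockout Ctrl, against 0.170% and 0.160% of positions in the same transcripts, and the knockout Ctrl interval holds that background. Both are below what this source alone was predicted to give. Most reads had no match, and only the first transcript found for each read was checked. The matter therefore stays open, and no biological explanation was tested.

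Genes outside the labelled targets held many reads in Ctrl. Sites that resemble the end of the known primers may account for some of them, and such a site lay near the transcript end in 8.38% of 167 genes with 10 or more Ctrl reads and 5.29% of 21023 genes with no read. The ratio of these shares was 1.583 (Fisher exact p = 0.0822, two-sided), which does not decide it. Primers for the other labelled genes were not used here, and a biological difference between Ctrl and LPS cells was not tested.

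Many genes fell after LPS in the additive model. A few genes taking most of the counts is a candidate explanation. With the 10 most abundant genes left out of the library size, 4 of the 16 genes lower at 4 h stayed called, 15 kept their direction, and their median moved from -4.72 to -2.30 on the log2 scale while the median SE moved from 0.99 to 1.19. Calls ended as the values came closer to 0. The SE is back-calculated from the F statistic that also sets the p-value, so its growth is no separate account of the lost calls. Lpl, Ccny, Cat and Tlk1 stayed called, and for these a response to LPS remains open and untested.

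The genotype contrast of the additive model called 0 genes, and the highest of the other splits of the 6 libraries into groups of 3 also gave 0. With a real count of 0, each of the 10 splits gives as many whatever the data, so this count carries no information, and 10 splits are too few for a share under 0.05.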
